# Retinoic Acid Specifically Enhances Embryonic Stem Cell Metastate Marked by Zscan4

**DOI:** 10.1371/journal.pone.0147683

**Published:** 2016-02-03

**Authors:** Daniela Tagliaferri, Maria Teresa De Angelis, Nicola Antonino Russo, Maria Marotta, Michele Ceccarelli, Luigi Del Vecchio, Mario De Felice, Geppino Falco

## Abstract

Pluripotency confers Embryonic Stem Cells (ESCs) the ability to differentiate in ectoderm, endoderm, and mesoderm derivatives, producing the majority of cell types. Although the majority of ESCs divide without losing pluripotency, it has become evident that ESCs culture consists of multiple cell populations with different degrees of potency that are spontaneously induced in regular ESC culture conditions. *Zscan4*, a key pluripotency factor, marks ESC subpopulation that is referred to as high-level of pluripotency metastate. Here, we report that in ESC cultures treated with retinoic acid (RA), Zscan4 ESCs metastate is strongly enhanced. In particular, we found that induction of Zscan4 metastate is mediated *via* RA receptors (RAR-*alpha*, RAR-*beta*, and RAR-*gamma*), and it is dependent on phosphoinositide-3-kinase (PI3K) signaling. Remarkably, Zscan4 metastate induced by RA lacks canonical pluripotency genes *Oct3/4* and *Nanog* but retained both self-renewal and pluripotency capabilities. Finally we demonstrated that the conditional ablation of Zscan4 subpopulation is dispensable for both endoderm and mesoderm but is required for ectoderm lineage. In conclusion, our research provides new insights about the role of RA signaling during ESCs high pluripotency metastate fluctuation.

## Introduction

Embryonic stem cells (ESCs) are derived from the inner cell mass (ICM) of blastocyst and are characterized by two main peculiarities, namely self-renewal and pluripotency: self-renewal is defined as the symmetrical division of ESCs into identical undifferentiated daughter cells; pluripotency confers ESCs the ability to produce the majority of cell types upon appropriate determinants. It has become evident over the past few years that ESCs fluctuate among different levels of potency as a consequence of paracrine effects and cell-to-cell interactions that are not homogeneously regulated within current *in vitro* culture conditions [1,2,3]. The ESCs culture heterogeneity may be revealed by the expression of genes that distinctly mark ESCs subpopulations that are commonly defined metastates. Recent evidence reported that the ESCs metastate marked by Zscan4 (zinc finger and SCAN domain containing 4) is characterized by the remarkable potential to produce both embryonic and extra-embryonic cell lineages, therefore it is referred to as totipotent ESCs metastate [4,5,6,7]. The Zscan4 metastate is activated in about 3–5% of the ESC population at any given time and it is required to prevent senescence thus improving the quality of long-term culture. The Zscan4 metastate is enriched in high pluripotency culture conditions by the coordinated actions of extrinsic regulators, signaling pathways, and transcription factors. In particular, the cytokine Leukemia Inhibitory Factor (Lif) is implicated in the establishment of the Zscan4 ESCs metastate, while Phosphoinositide-3-kinase (PI3K) signaling has been reported to regulate Zscan4 expression [8]. Although Zscan4 ESC fluctuation is stabilized by high-pluripotency culture conditions obtained through Extracellular signal Regulated-Kinase (ERK) and Glycogen synthase kinase-3 (Gsk-3) signaling inhibition (2i) [9], the Zscan4 metastate is heterogeneously marked by *Gm12794* that defines a not-canonical pluripotency signature required for ESCs maintenance [10,11].

In the current study, we investigated how differentiation stimuli such as Dimethylsulfoxide (DMSO), Lif removal, and Retinoic Acid (*RA*) could affect Zscan4 metastate balance. Interestingly, we found that the Zscan4 metastate was negatively affected by Lif removal and by DMSO treatment, meanwhile it was significantly increased in RA culture condition. We have extended these results by evaluating RA induced Zscan4 metastate through global expression profile, and both self-renewal, and pluripotency capabilities. Our data showed that although the Zscan4 metastate retains self-renewal and pluripotency capabilities, it is also characterized by key markers of ectoderm lineage such as *cadherin20* (*Cdh20*), and *brain derived neurotrophic factor* (*Bdnf*). Consistently, the conditional ablation of the Zscan4 subpopulation is dispensable for both endoderm and mesoderm but is required for ectoderm lineage. In our opinion, the Zscan4 metastate enhanced by RA is primed to early ectoderm differentiation and represents a suitable opportunity to characterize key molecular signaling underlying the fluctuation between pluripotency maintenance, and early specification.

## Materials and Methods

### Cell culture

E14Tg2a.4 ES cells, derived from strain 129P2/OlaHsd were purchased from ATCC company and were cultured for two passages on gelatin-coated feeder-free plates and subsequently maintained in gelatin-coated six-well plates in complete ES medium: GMEM (Glasgow Minimum Essential Medium, Gibco), 15% FBS (EuroClone), 1,000 U ml-1 leukaemia inhibitory factor (LIF) (EuroClone), 1.0 mM sodium pyruvate (Invitrogen), 0.1 mM non-essential amino acids (Invitrogen), 2.0 mM L-glutamine (Invitrogen), 0.1 mM β-mercaptoethanol and 500 U ml-1 penicillin/streptomycin (Invitrogen). ESCs were incubated at 37°C in 6% CO2; medium was changed daily and cells were split every 2 to 3 days routinely. For differentiation, ESCs were plated in the medium supplemented with a combination of the following compounds: 1.5 μM all-trans RA, 5.0 μM BMS493, 1.0 μM BMS753 and 1.0 μM UVI2060. All experiments were performed at least three times.

### pGm12794-Strawberry vector construction

To generate the pGm12794-Strawberry vector, the Strawberry gene was amplified with the couple of primers *KpnI*-*AscI*-*EcoRV*-StrawF1 (5’-atggtgagcaagggcgaggagaataac-3’) and *BglII*-StrawR1 (5’-ctacttgtacagctcgtccatgccg-3’); the bgHpA poly(A) signal was amplified from the plasmid pL452 (from National Cancer Institute—Frederick) using the couple of primers *BglII*-pAf (5’-cttcttgacgagttcttctgagggg-3’) and *EcoRI*-*SalI*-pAr (5’-gttatattaagggttccgcaagc-3’). Both PCR products were cloned in pL452 using the *KpnI*-*BglII*-*EcoRI* restriction sites. Finally, a 5.0 kb region, upstream the ATG of the *Gm12794*, was amplified from the BAC bMQ299i11by PCR using the primers pRNIf (5’-ttcaaaggctgctagtggaagactg-3’) and pRNIr (5’-ataatttcaggctaagttttggaaattcc-3’) and was inserted in pCR-XL-TOPO (Invitrogen), from which was cut *MluI*-*EcoRV* and ligated in pL452-Strawberry digested *AscI*-*EcoRV*.

### Generation of pZscan4-Emerald/pGm12794-Strawberry cell line

The pZscan4-Emerald cells [5], a gift from Dr. Minoru S.H.Ko, were cultured for 2 passages on gelatin-coated feeder-free plates and subsequently maintained in gelatin-coated 6-well plates in complete ES medium: DMEM (Gibco); 15% FBS (EuroClone); 1000 U/ml leukemia inhibitory factor (LIF) (ESGRO, Chemicon); 1 mM sodium pyruvate; 0.1 mM non-essential amino acids (NEAA), 2 mM GlutaMAX, 0.1 mM beta-mercaptoethanol, and 500 U ml-1 penicillin/streptomycin. The number of 5×10^6^ cells in suspension were electroporated with 3 μg of linearized pGm12794-Strawberry and plated in gelatin-coated 100 mm dishes. Cells were selected with 250 μg/ml G418. ES cell colonies were picked on the 8th day, expanded, and frozen for further analysis.

### Flow cytometry and sorting pZscan4-Emerald and pGm12794-Strawberry ESCs

pZscan4-Emerald/pGm12794-Strawberry cells were fed at least 2 hours before harvesting by Trypsin (Gibco) and resuspended in complete ES medium containing 25 mM HEPES buffer. The cells were then FACS-sorted according to the fluorescent intensity of EMERALD or STRAWBERRY into complete ES medium containing HEPES. For qPCR analysis of FACS-sorted cells, total RNAs were collected immediately after sorting by TRIzol (Invitrogen) according to the manufactures instruction.

One microgram of total RNA was reverse-transcribed by Quantitec reverse transcription kit (Qiagen) according to the manufacturer’s instructions. qPCR analyses were performed using 7.5 ng cDNA per well in duplicate with the SYBR green master mix (Applied Biosystems) according to the manufacturer’s instructions. Reactions were run on QuantStudio 7 Flex system (Applied Biosystems). Fold induction was calculated and normalized by the ΔΔCt method. The gene-specific primers are available in S1 Table.

### RNA extraction, labeling and hybridization on the NIA 22K 60-mer oligo microarray

ESCs were sorted based on the presence and absence of Emerald fluorescence at culturing day 5, and mRNA was extracted from each subset using a Quickprep micro poly-A RNA Extraction Kit (Amersham Biosciences, Piscataway, NJ, USA) with linear acrylamide as a carrier (Ambion, Austin, TX, USA). The mRNA aliquots from each subset were labeled with Cy3 and Cy5 dyes by two-round linear amplification labeling reactions to make each cRNA target using a Fluorescent Linear Amplification Kit (Agilent Technologies, Palo Alto, CA, USA). A complete list of annotated gene content of the microarray can be found at the NIA mouse cDNA project web site (http://lgsun.grc.nia.nih.gov/cDNA/cDNA.html). Data are being submitted on Gene Expression Omnibus.

### Microarray data analysis

Intensity values of 21939 gene features per array were extracted from scanned microarray images using Feature Extraction 5.1.1 software (Agilent Technologies), which performs background subtractions and dye normalization. 

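Each deposited array held 44290 spots, of which 42034 carried 42006 different probes and 314 were negative controls. For every spot the authors deposited the Feature Extraction output in intensity units, with the local background subtracted and the dyes normalized within the array. The flag of the software for a signal well above background marked 99.99% or more of the probe spots in Cy3, and all negative control spots as well, so it hardly separated dim probes from background. The 95th percentile of the negative controls lay between 31.37 and 49.54 Cy3 intensity units above local background. In the processed Cy3 signal, between 95.49% and 98.92% of the probes of an array lay above the 95th percentile of the controls in that signal. Spots with an outlier flag in either dye numbered between 24 and 228 per array.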

Text output was processed using an application developed in-house to perform ANOVA analysis (http://lgsun.grc.nia.nih.gov/ANOVA/). Intensities measured with a>50% error were replaced with missing values except for features with very low intensity. Surrogate values equal to mean error were inserted for values that were negative or less than the probe error. Pair-wise mean comparison was done using t-statistics and the false discovery rate (FDR = 15%) method. The small number of biological replications typical in expression profiling experiments results in a highly variable error variance, and this problem is usually addressed by log-ratio thresholds that require subjective decisions about biological significance, or by Bayesian adjustment of error variance that may still underestimate error variance and result in false positive results. To reduce false-positives, we opted for a very conservative error model in which the error variance used for estimating F-statistics for a feature is the maximum of the actual error variance and the average error variance in 500 features with similar average intensity. Statistical significance was determined using the false discovery rate FDR (= 15%) method. A scatter plot was created using the NIA microarray analysis tool (http://lgsun.grc.nia.nih.gov/ANOVA/).

### Cell signaling inhibition and Western Blot analysis

Specific inhibitors were used to probe the inhibition and attenuation effects on phosphorylation. ES cells were pre-treated for 90 minutes with 20 μM MEK1 inhibitor PD0325901. RA was added after 90 minutes of inhibitors for 24h. ES cells were pre-treated for 12h with 5 μM LY294002 and maintained in culture for 24h in presence of RA and LY294002. Because inhibitors were dissolved in dimethylsulfoxide (DMSO), control cells were similarly treated with DMSO.

Total protein was extracted with cell extraction buffer using the following formulation: 100 mM Tris pH7.4, 2 mM Na3VO4, 100 mM NaCl, 1% NP40, 1 mM EDTA, 1 mM NaF, 0.5% deoxycholate, 20 mM Na4P2O7, 1 mM PMSF and 1X Protease Inhibitor Cocktail (Sigma). Protein concentrations were determined using Bio-Rad protein assay kit according to the manufacturer’s instructions. Twenty microgram protein was separated on SDS-PAGE and transferred onto nitrocellulose membrane. The following primary antibodies were used: rabbit anti-phospho-ERK1/ERK2 (1:1000; Cell Signaling), rabbit anti-total ERK1/ERK2 (1:1000; Cell Signaling), rabbit anti-Vinculin (1:1000; Cell Signaling), rabbit anti-Nanog (1:1000; Abcam) and mouse anti-Actin (1:1000; Sigma). The membranes were incubated with antibodies to specific proteins followed by incubation with HRP-conjugated anti-rabbit IgG or anti-mouse IgG (1:2500; Santa Cruz Biotechnology).

### Cell ablation strategy

To generate the pGm12794-TK vector, a DNA fragment containing the thymidine kinase (TK) coding sequence completed of a poly(A) signal was amplified with the couple of primers *HpaI*-TKf (5’-agcgcgtatggcttcgtacc-3’) and *SalI*-TKr (5’-cttgataccccacgcaacgc-3’). This fragment was inserted in the pGm12794-Strawberry digested *EcoRV*-*SalI*, replacing the Strawberry-pA sequence. All the passages of the plasmids construction were verified by sequence analysis.

## Results

### Zscan4 is induced in ESC cultured with RA

We investigated how the Zscan4 metastate is affected during ESCs differentiation. For this purpose, we cultured ESCs in three differentiating culturing media: first, we used regular medium (hereafter *RM*) without *Leukemia inhibitory factor* (hereafter *Lif-*), a cytokine required for ESC self-renewal; the second culture medium was obtained adding 1% of *Dimethylsulfoxide* (hereafter *DMSO*), which is a chemical inducer of ESCs differentiation across all three germ layers [12]; the third culture condition was RM supplemented with *Retinoic Acid* at 1.5 μM (hereafter *RA*), which is a crucial signaling molecule during embryonic morphogenesis and ESC differentiations [13,14]. ESCs differentiation induction was evaluated based on the ability of culturing media to reduce expression of *Oct3/4* that it is canonical marker of pluripotency. *Oct3/4* expression was compared among the three differentiating conditions both at 36 hours (h), and at 72h through quantitative PCR (qRT-PCR) analyses. As expected *Oct3/4* expression was downregulated in all culturing media (Fig 1A). The Zscan4 ESCs metastate was evaluated based on the expression of *Zscan4*. Compared to RM, *Zscan4* expression was reduced in *Lif-* (about 2 folds at 36h, and about 8 folds at 72h), and in *DMSO* (about 74 folds at 36h and about 300 folds at 72h). The expression of Zscan4 remarkably it was upregulated in *RA* (about 9 folds at 36h, and about 20 folds at 72 h) (Fig 1A). We evaluated whether *Zscan4* induction reflects an increase of Zscan4 metastate percentage within ESC cultures through RNA *in situ* hybridization (ISH) (Fig 1B). RNA *ISH* results showed “spotted” patterns of Zscan4 expression on ESCs colonies that are consistent with the increase of the Zscan4 metastate. To quantitatively evaluate the Zscan4 metastate increase, we employed transgenic ESCs line (ES^*Zscan4_Em*^ cells) in which the expression of *Zscan4* is marked by green fluorescence of Emerald reporter (S1A Fig) enabling us to characterize RA-Zscan4^+^ in living cell cultures [5]. In particular, we cultured ES^*Zscan4_Em*^ cells both in RM and in RA media, and compared the percentage of fluorescent cells (Zscan4^+^) through cytofluorimetry analyses. The percentage of green cells measured in ESCs culture at 72h was about 5% in RM (hereafter RM-Zscan4^+^), and it was about 14% in RA (hereafter RA-Zscan4^+^) (Fig 1C and S1 Video). Furthermore, we performed RNA ISH also on *AF067063*, *BC061212*, *Eif1a*, *Gm12794*, *Gm4340*, and *Tcstv1* because altogether those genes define the Zscan4 metastate molecular signature [10]. The results revealed mosaic in colony expression patterns (Fig 1D) that were consistent with the Zscan4 metastate enrichment, and strengthen our conclusion that RA culture condition enhances ESC Zscan4 metastate fluctuation [6,7].

**Fig 1:**
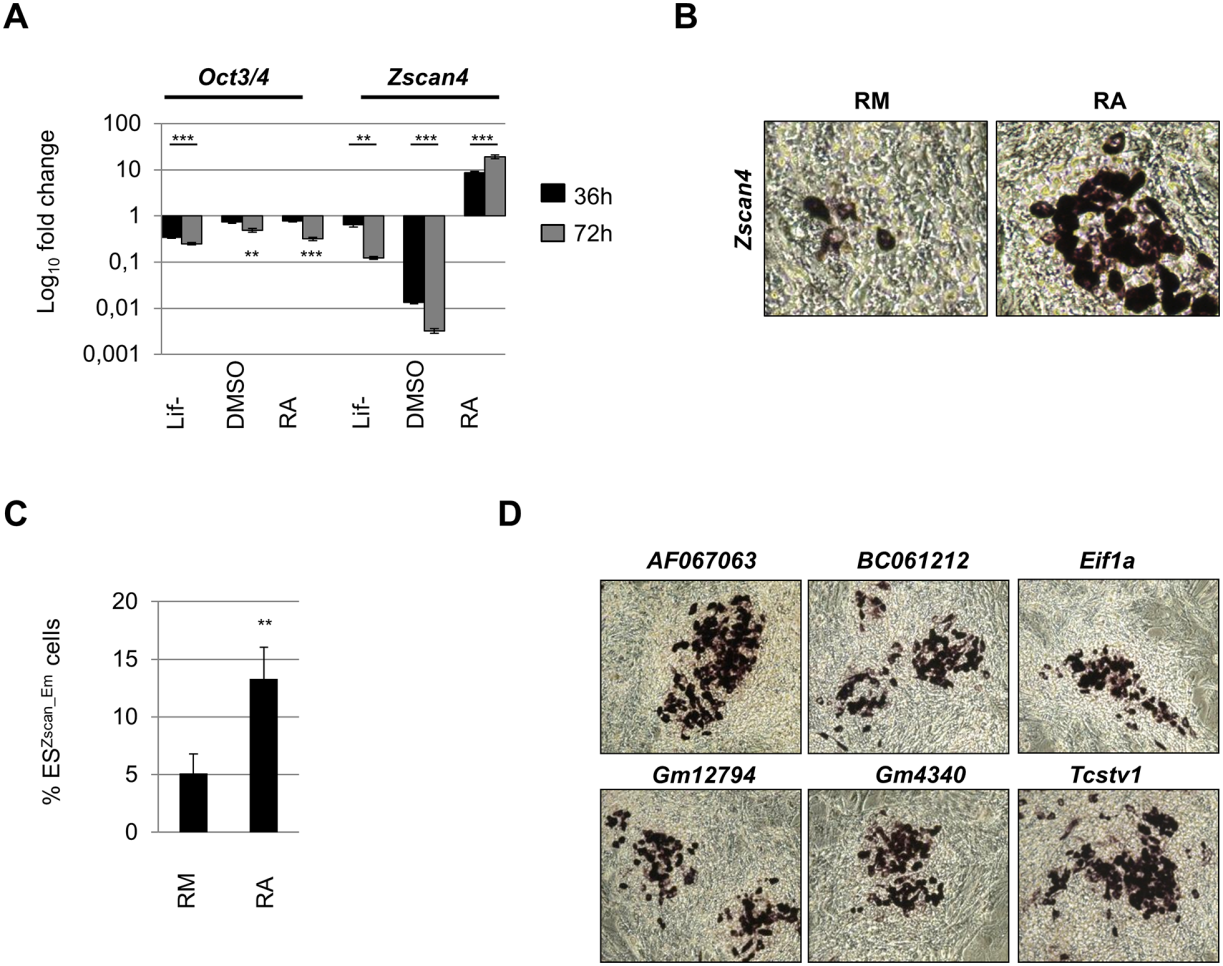
RA induces Zscan4 ESC metastate. (A) ESCs were cultured for 36 and 72 h in differentiating conditions: Lif-, 1% DMSO and 1.5 μM RA. The mRNA expression levels were assessed by qRT-PCR and normalized to RM condition. The average and SD of duplicate samples from each of three independent biological replicates are shown: **, p < .01; ***, p < .001, in a Student’s *t* test. (B) *Zscan4* expression pattern in ESCs cultures by RNA in situ hybridization upon 5 days of treatment in RM or RA. RNA ISH showed “spotted” patterns on ESC colonies (40x). (C) Percentage of RM-Zscan4^+^ and RA-Zscan4^+^ cells was evaluated by flow cytometry analyses. The mean % ES^Zscan4_Em^ cells ± SD of three independent experiments is presented with statistical analysis performed using Student’s *t* test (**, p < .01). (D) Distribution of *Zscan4* related gene signature in ESC cultures by RNA in Situ hybridization showed “spotted” patterns on ESC colonies. Most representative colonies were magnified (20x) to show the detailed staining patterns.

### RA induction of Zscan4 metastate is RAR dependent

In order to characterize RA signaling involved in *Zscan4* induction, we assayed the requirement of RA receptors (RARs). First, we antagonized the three RAR isotypes (RARα, RARβ and RARγ) by the addition of BMS493 in RA culturing medium, a compound known to antagonize the three RAR isotypes [15]. We evaluated the effects of BMS493 on the RA-Zscan4^+^ metastate by comparing the percentage of Zscan4^+^ cells in Emerald transgenic cell line cultured in RA with and without RAR antagonists. The ES^*Zscan4_Em*^ cells fluorescence was measured by flow cytofluorimetry analyses on day3, and, showed that the RA-Zscan4^+^ metastate percentage was about 18% in RA and it was reduced to about 10% in RA with BMS493 (Fig 2AI). These data were further confirmed by qRT-PCR analysis conducted on the genes that mark Zscan4 metastate (Fig 2AII). In particular, RA inductions of *AF067063*, *BC061212*, *Eif1a*, *Gm12794*, *Gm4340*, and *Tcstv1* were strongly reduced by BMS493 treatment. Second, we further dissected the RA signaling requirement using RAR agonists [16]. BMS753 is a selective agonist of RARα, and UVI2060 is an agonist of both RARβ, and RARγ. In particular, we compared the Zscan4^+^ cell percentage among ESCs cultured in: RM, RM+BMS753, and RM+UVI2060 by cytofluorimetry analyses. We found that Zscan4^+^ percentage in RM (about 6%) was increased up to 15% in RM+BMS753, and up to 14% in RM+UVI2060 (Fig 2AI). In order to validate those data, we also assayed the expression of the Zscan4 metastate signature (*AF067063*, *BC061212*, *Eif1a*, *Gm12794*, *Gm4340*, and *Tcstv1*). Consistently with cytofluorimetry results, we found that both BMS753 and UVI2060 treatments induced the Zscan4 metastate gene signature (Fig 2BI and 2BII). The assay efficiency was measured based on *Stra8* expression, since it was previously reported to be specifically induced by RA [17]. In conclusion, our data showed that RA-Zscan4^+^ induction was mediated through RARs signaling.

**Fig 2:**
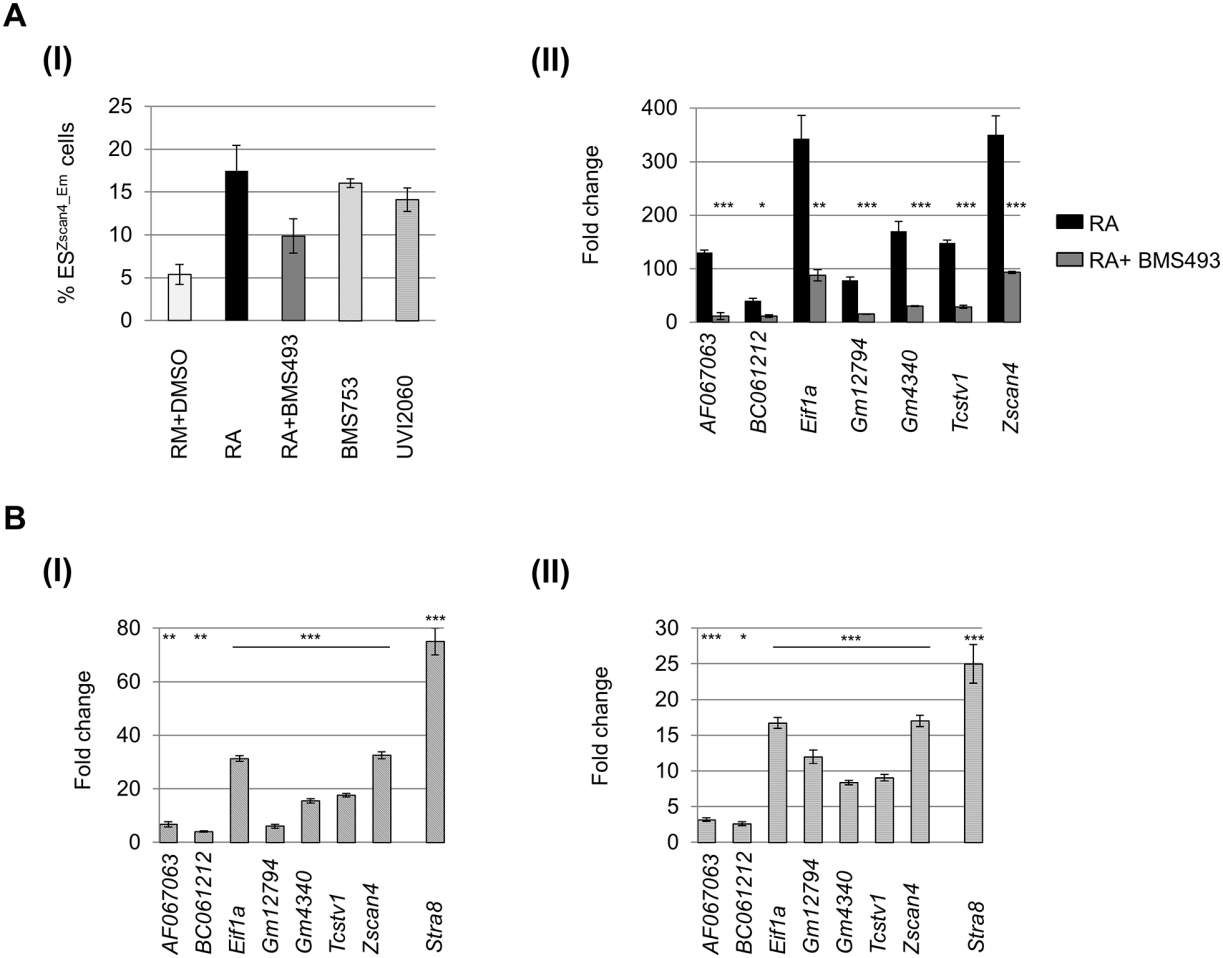
Zscan4 metastate induction requires canonical RAR signaling. (A) (I) The percentage of ES^Zscan4_Em^ cells was assessed on ESCs cultured for 3 days in: RM+DMSO; RM supplemented with RA; RA plus BMS493; BMS753, and UVI2060. The mean % ES^Zscan4_Em^ cells ± SD of two independent experiments is shown. (II) The mRNA expression levels were assessed on ESCs treated with RA and RA plus BMS493 by qRT-PCR and normalized to RM+DMSO condition. The average and SD of duplicate samples from each of three independent biological replicates are shown: *, p < .05; **, p < .01; ***, p < .001, in a Student’s *t* test. B (I) The mRNA expression levels were assessed on ESCs treated with BMS753 by qRT-PCR and normalized to RM+DMSO condition. The average and SD of duplicate samples from each of three independent biological replicates are shown: **, p < .01; ***, p < .001, in a Student’s *t* test. (II) The mRNA expression levels were assessed on ESCs treated with UVI2060 by qRT-PCR and normalized to RM+DMSO condition. The average and SD of duplicate samples from each of three independent biological replicates are shown: *, p < .05; ***, p < .001, in a Student’s *t* test.

### RA-Zscan4 activation is PI3K dependent

Recent reports show that phosphoinositide-3-kinase (PI3K) signaling, known to be crucial for self-renewal maintenance, is required to establish the Zscan4^+^ pluripotent metastate in RM [8,18]. Here, we investigate whether PI3Ks is also involved in RA-dependent Zscan4^+^ induction. ESCs were cultured for 12 hours with LY294002, an inhibitor of PI3K. We validated the effectiveness of PI3K inhibition treatment by addressing NANOG expression, which is a known self-renewal marker positively regulated by PI3K [8]. The immunoblot analysis using NANOG antibody confirmed that continuous exposure to LY294002 suppressed the expression of the pluripotency markers NANOG (Fig 3A). In the same culture conditions, we evaluated the effects of PI3K inhibition on the expressions of the Zscan4-related molecular signature through qRT-PCR. Expressions of *AF067063*, *Eif1a*, *Gm12794*, *Gm4340*, *Tcstv1*, and *Zscan4* were dramatically dropped in ESCs cultures with RA with LY294002 (Fig 3B). We also examined involvement of ERK signaling that, in contrast to PI3Ks, promotes ESCs differentiation. As the Mek/Erk pathway is also a regulatory of early differentiation and was first considered for self-renewal due to its constitutive activity in ESC cultures, we assessed its impact on Zscan4 expression [19,20]. In particular, to evaluate the correlation between ERKs and RA-Zscan4^+^ induction, we cultured ESCs in RA with and without PD0325901, a selective ERKs signaling inhibitor. The Western Blot analysis showed that RA activated ERKs by increasing phosphorylation of ERK1, and ERK2 (Fig 3C). Although ERKs activation was efficiently suppressed by PD0325901 treatment, *Zscan4* expression did not change (Fig 3D). Finally, we demonstrated that PI3Ks and not ERKs signaling activation was required in RA-induced Zscan4^+^ activation.

**Fig 3:**
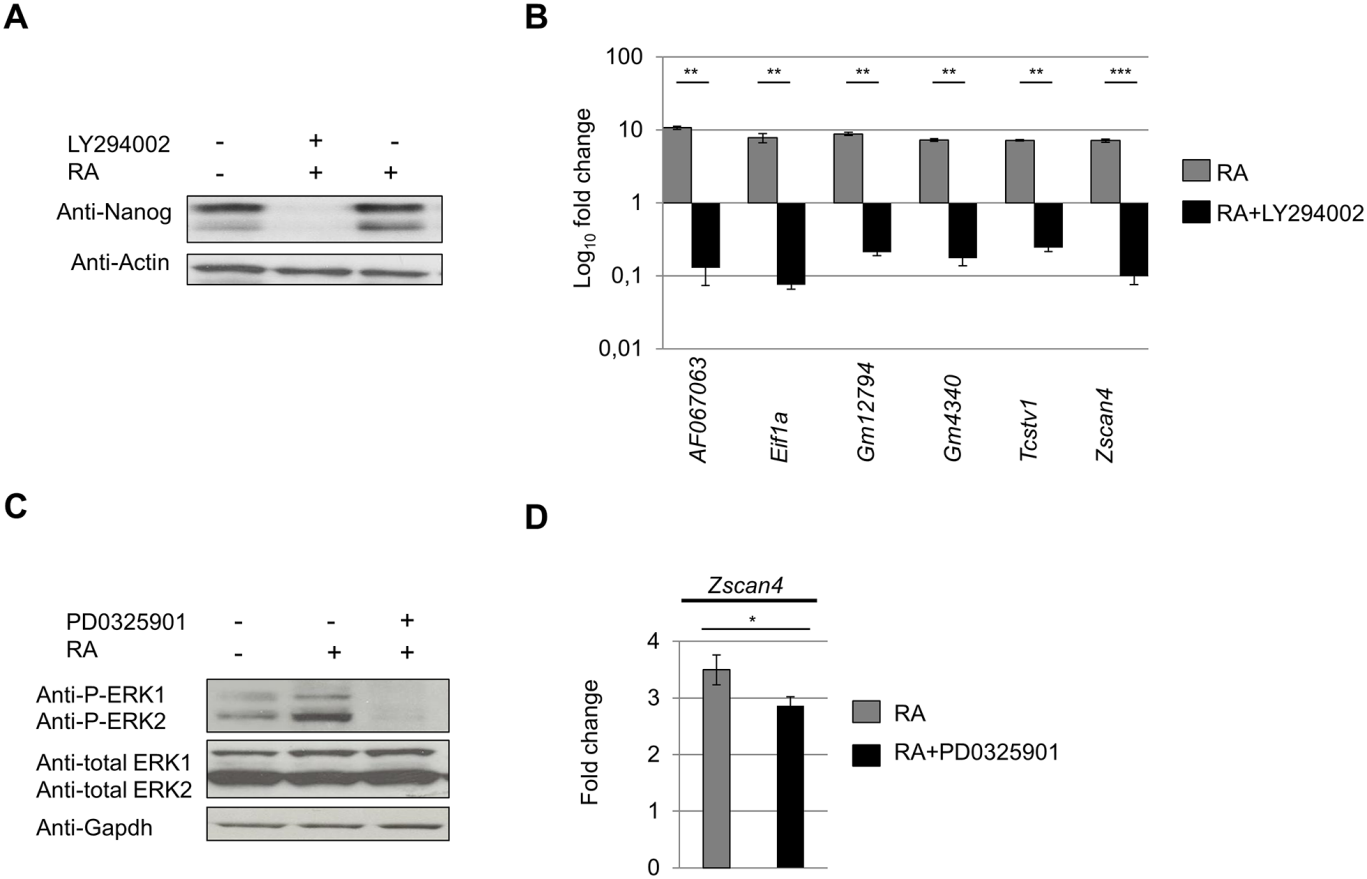
PI3 Kinase activation regulates Zscan4 metastate induction. (A) Western Blot analysis on ESCs treated with either RA or RA with 5.0 μM LY294002 for 12h. NANOG was considered the positive control for treatment evaluation. (B) The mRNA expression levels were assessed by qRT-PCR and normalized to RM condition. The average and SD of duplicate samples from each of three independent biological replicates are shown: **, p < .01; ***, p < .001, in a Student’s *t* test. (C) Western Blot analysis on ESCs were treated with either RA or RA with 20 μM PD0325901 for 12h. ESCs treatment with RA increased pERK1/ERK2, whereas PD treatment hampered pERK1/ERK2. (D) The mRNA expression levels are assessed by qRT-PCR and normalized to RM condition. The average and SD of duplicate samples from each of three independent biological replicates are shown: *, p < .05, in a Student’s *t* test.

### RA-Zscan4^+^ retains high pluripotency molecular signature and self-renewal capabilities

Since retinoic acid is a known cellular morphogen it was an intriguing question to examine whether RA-Zscan4^+^ subpopulation represents a differentiation state. In particular, we cultured ES^*Zscan4_Em*^ cells in RA for 5 days, collected homogeneous RA-Zscan4^+^ and RA-Zscan4^-^ populations using fluorescence activated cell sorting (FACS), and then we compared their global gene expression profiles through DNA microarray hybridization methodology. 

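The comparison rested on 8 arrays, each hybridized with 1 sorted sample labeled with Cy3 and a common mouse reference RNA labeled with Cy5. RM-Zscan4+ and RM-Zscan4- cells were measured on 3 arrays each, numbered as replicates, and RA-Zscan4+ and RA-Zscan4- cells on 1 array each, after sorting at culturing day 5 from regular medium or 1.5 μM RA. No array had its dyes swapped. The median Cy3 signal of a probe above local background was 241.1, 121.9 and 193.9 on the RM-Zscan4+ arrays, 217.2, 136.1 and 209 on the RM-Zscan4- arrays, 118 in RA-Zscan4+ and 114.5 in RA-Zscan4-. The values were the log2 ratio of the normalized Cy3 signal over the normalized Cy5 signal, without spots that carried an outlier flag. A mean for each of the 4 groups was fitted with limma, and a probe was called enriched in RM-Zscan4+ when it was at least 3-fold higher with a Benjamini-Hochberg adjusted p under 0.15, the false discovery rate of the methods. The RA pair was compared by fold alone, because its spread was not measured, and the small number of arrays limits the precision of every value. The arrays were read out in 3 extraction batches, and both RA arrays formed a batch without any RM array, so RA and batch cannot be told apart in a direct comparison of RA with RM. The deposited files name probes but not genes. The list of the array's gene content that the methods point to on a web site was not among the files at hand. Gene symbols were taken from S2 Table. The copy at hand names 128 of the probes, where the paper counts 129 genes. A gene outside that copy, such as *Tbx3*, *Nanog* or *Stra8*, could thus not be looked up here.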

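Of the 41958 probes with a value on both RA arrays, 204 were at least 3-fold higher in RA-Zscan4+ than in RA-Zscan4- and 13 were at least 3-fold lower. The same comparison of single arrays in RM gave 140, 192 and 144 probes at least 3-fold higher in RM-Zscan4+ for replicates 1, 2 and 3, and 9, 16 and 10 probes at least 3-fold lower. Of those higher in a single RM pair, 90, 130 and 79 were also among the 204 probes of the RA pair. The named probes with the largest rise in RA were *Tmem92* (36.3-fold), *Arg2* (34.7-fold) and LOC432715 (29.0-fold). *Zscan4* rose 19.1-fold by the ratio to the reference and 121-fold by the Cy3 signal alone, where the reference signal is not divided out. The largest ratio, 586-fold, came from an unnamed probe whose Cy3 signal was 45.1 in RA-Zscan4+ and 25.7 in RA-Zscan4-, against negative control levels of 33.9 and 34.4, and its direction was the opposite in the authors' series matrix. The choice that raised the count most was the fold, since 497 probes were at least 2-fold higher. When the RA pair also had to pass limma, which then assumes that a single RA array varies like the RM arrays, 118 probes were left.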

Bioinformatic analyses revealed that RA-Zscan4^+^ expressed 129 genes 3-folds more than RA-Zscan4^-^ (Fig 4A, S2 Table). 

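Among 42006 probes tested on the RM arrays, 81 were enriched in RM-Zscan4+ over RM-Zscan4-, and 80 of these were higher in all 3 pairs of arrays with the same replicate number. No probe was at least 3-fold lower in RM-Zscan4+ with an adjusted p under 0.15. At an unadjusted p under 0.05, limma gave 113 probes at least 3-fold higher and 0 at least 3-fold lower. The test moved the count most. The t-statistics of the methods, with an error variance never below the mean of 500 probes of similar intensity, left 0 enriched probes at a false discovery rate of 15%, with a lowest adjusted p of 0.293, and gave 101 enriched and 0 depleted probes at an unadjusted p under 0.05. Leaving out 1 of the 6 RM arrays moved the limma count between 52, without RM-Zscan4+ replicate 1, and 93, without RM-Zscan4+ replicate 3. The largest rise was that of *Tcstv3*, with a log2 ratio to the reference of 5.26 ± 0.27 (SD) in RM-Zscan4+ and 0.15 ± 0.76 (SD) in RM-Zscan4-, a log2 fold change of 5.10 (standard error 0.38, adjusted p = 0.00933 from limma). *Zscan4* had a log2 fold change of 4.80 (standard error 0.27, adjusted p = 0.00378 from limma), and LOC665446 one of 4.83 (standard error 0.29, adjusted p = 0.00396 from limma). All 3 were higher in every pair of replicates.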

To assess how similar the Zscan4 metastate induced in RA was to the Zscan4 metastate in RM, we compared 129 transcripts enriched in RA-Zscan4^+^ versus 68 genes specifically enriched in RM-Zscan4^+^. 

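The RM list and the RA list shared 78 probes, which was 96.3% of the RM list (exact Clopper-Pearson 95% confidence interval 89.6% to 99.2%, which treats probes as independent although genes of one program are not). When the RA pair also had to pass limma, the share was 75.3%. The RA list held 126 probes outside the RM list, and the RM list held 3 probes outside the RA list. With the replicate number as a block, which fits the pairing of the RM arrays, 11 probes of the RM list lay outside the RA list and the share was 89.5%. Without RM-Zscan4- replicate 3, 13 lay outside and the share was 84.2%.

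**Figure D1:**
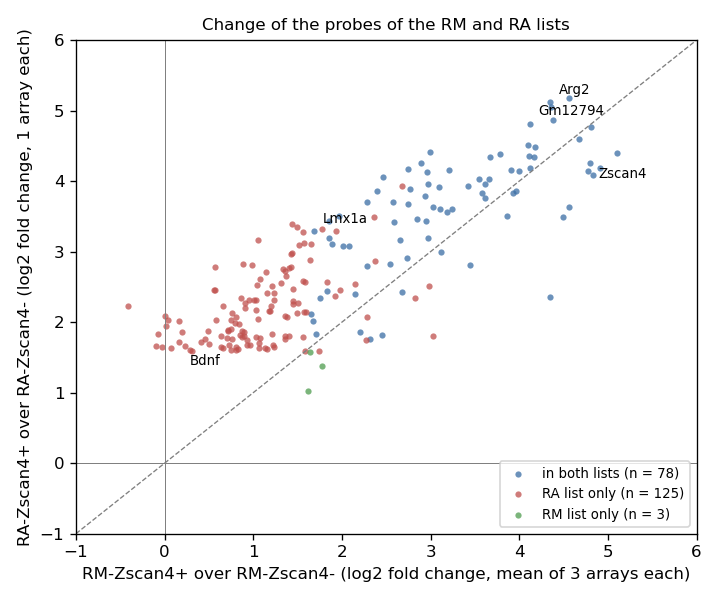
Log2 fold change of Zscan4+ over Zscan4- cells in RM (horizontal axis, mean of 3 arrays per group) and in RA (vertical axis, 1 array per group) for each probe of either list, with the line of equal change dashed. The 78 shared probes lie on both sides of the line, more of them above it, the 3 probes of the RM list alone lie above 0 but under 3-fold in RA, 125 probes of the RA list alone lie mostly to the right of 0, and 1 dim probe of that list lies above the axis.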

Remarkably, the RA-Zscan4^+^ signature contained 54 out of 68 genes enriched in RM-Zscan4^+^ corresponding to about 80% of molecular signature (Fig 4B). These analyses suggested that RA induced subpopulation marked by Zscan4 expression was closely related to known high pluripotent ESCs metastate based on their transcription profile. 

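Over the 81 probes enriched in RM-Zscan4+, the median log2 rise was 2.97, 3.70 and 2.54 in the RM pairs of replicates 1, 2 and 3 and 3.71 in the RA pair. By Cy3 alone it was 3.63, 4.21 and 3.08 in the RM pairs and 4.65 in the RA pair, so the RA pair lay level with the highest RM pair by the ratio and above it by Cy3 alone. Across these probes the RM and RA log2 fold changes had a Pearson r of 0.724, a value across genes, which are not independent replicates. The difference between the RA and the RM change was itself tested with limma for each probe, on the assumption that the single RA arrays vary like the RM arrays. At an adjusted p under 0.15 it found 0 probes, and at an unadjusted p under 0.05 it found 1120. Where nothing differs, a p under 0.05 passes a share of 0.05 of the probes. The 1120 are a smaller share of the 41958 probes with an RA value, so they are no excess over chance. The count at an adjusted p under 0.15 was not 0 under some other ways of processing the signals, filtering dim probes or keeping outlier spots. The main fit leaves out the pairing of the RM arrays. With each RM pair and the RA pair as a block, an alternative chosen after seeing the data, limma gave 0 and 2363 probes, with a lowest adjusted p of 0.728. The 2363 are only a little above a share of 0.05. The t-statistics of the methods gave 128 probes at an unadjusted p under 0.05 and 0 at an adjusted p under 0.15, a count that says nothing, since on simulated data they recovered none of the changes in RA alone. From the shared part of both lists, the paper proposes that the RA-induced cells marked by *Zscan4* are closely related to the known metastate of high pluripotency.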

The further analysis of known genes enriched only in RA-Zscan4^+^ and not in RM-Zscan4^+^ revealed that only 34 out of 75 have known gene symbols and include among others key factors that are known to be specifically required for neuronal lineage specification (*Bdnf*, and *Cdh20*) [21,22]. On the other hand among genes that are specific of RM-Zscan4^+^ and not revealed in RA-Zscan4^+^, 9 out of 14 have known gene symbols and among these there was *Tbx3* that was recently described in published work as playing a role in promoting transition of ESC toward Zscan4^+^ metastate [23,24]. 

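The 126 probes of the RA list outside the RM list also tended to be higher in RM-Zscan4+, with a median RM fold of 2.08. Of these, 104 were at least 1.5-fold higher in RM-Zscan4+, 106 were higher in all 3 RM pairs, and 29 passed the adjusted p of 0.15 in RM but not the fold. The change of these probes differed between RA and RM for 68 of them at an unadjusted p under 0.05 from limma and for 37 by the t-statistics of the methods, and for 0 at an adjusted p under 0.15 from limma. As the probes were selected for a high RA fold, the unadjusted counts are raised by that choice. *Bdnf* (Z00023684-1) was 3.04-fold higher in the RA pair, just past the threshold, with a Cy3 signal of 184.7 in RA-Zscan4+ and 60.28 in RA-Zscan4-. In RM its log2 ratio to the reference was -1.75 ± 0.08 (SD) in RM-Zscan4+ and -2.56 ± 0.35 (SD) in RM-Zscan4-, a log2 fold change of 0.81 (standard error 0.18, adjusted p = 0.312 from limma) that was positive in all 3 pairs. It passed the threshold for p with the replicate number as a block, and without RM-Zscan4- replicate 3, at a log2 fold change of 1.00. *Bdnf* was under 3-fold in the RA pair after normexp and loess, at a log2 fold change of 1.31. *Cdh20* (Z00032628-1) had no value in the RA pair, since its spot on the RA-Zscan4+ array carried an outlier flag in Cy3. With such spots kept, an alternative chosen after seeing the data, it was 12.7-fold higher in RA-Zscan4+. Its log2 fold change in RM was 0.06 (standard error 0.08, adjusted p = 1 from limma).

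**Figure D2:**
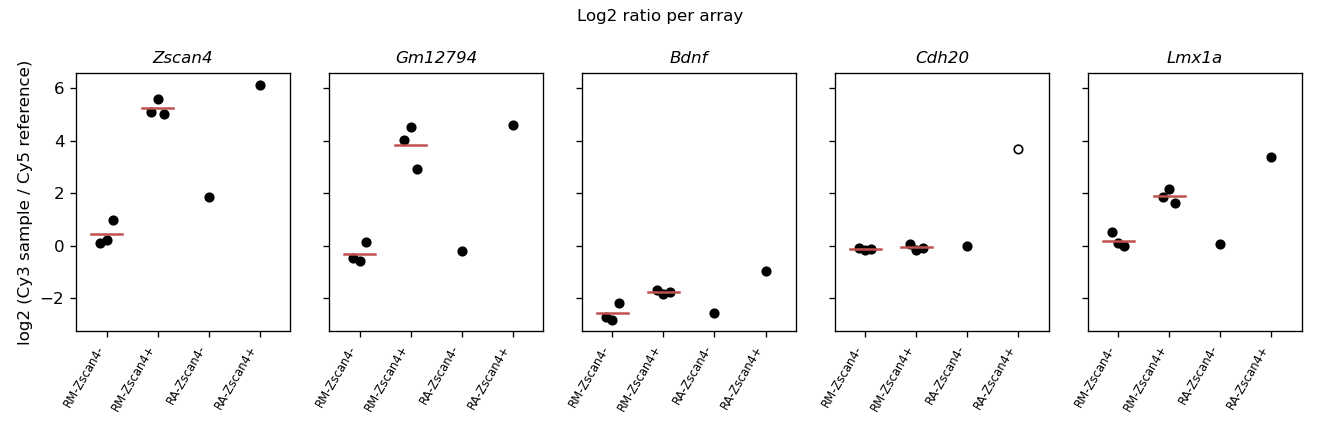
Log2 ratio of the Cy3 sample over the Cy5 reference (vertical axis, shared by all panels) for 5 genes in each group (horizontal axis). Each point is 1 array, the lines are means of 3 arrays, and the open circle is the *Cdh20* spot with an outlier flag. *Cdh20* differs from the other genes in having no rise in RM-Zscan4+.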

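The 3 probes of the RM list outside the RA list are not named in S2 Table, so it could not be seen whether one of them measures *Tbx3*. All 3 were higher in every RM pair and at least 1.5-fold higher in RA-Zscan4+, with a median fold of 3.11 in RM and 2.60 in RA. Their log2 fold changes were 1.64 in RM and 1.58 in RA (Z00031878-1), 1.62 and 1.02 (Z00032636-1), and 1.77 and 1.38 for the third probe. They were chosen because they are the only probes of the RM list below 3-fold in RA, after their values were seen.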

Altogether these data prompted us to evaluate whether RA-Zscan4^+^ could be primed to differentiation. In particular, we homogeneously collected RA-Zscan4^+^ and RA-Zscan4^-^ on day 5 through FACS, then we plated in RM, and characterized both the expressions of pluripotency markers, and the morphology. First, the qRT-PCR expression analyses revealed that RA-Zscan4^+^ cultured in RM were enriched in pluripotency markers compared RA-Zscan4^-^ (S1B Fig). Second, RA-Zscan4^+^ plated in RM gradually restored RA-Zscan4^-^ cell population, going from 100% on day 0 to about 12% on day 4 (Fig 4C), giving rise to ESC colonies that were expressing high level of *alkaline phosphatase* (AP), a known marker of colony pluripotency (Fig 4D). Altogether, these data suggested that Zscan4^+^, although induced by RA, maintained pluripotency potential.

**Fig 4:**
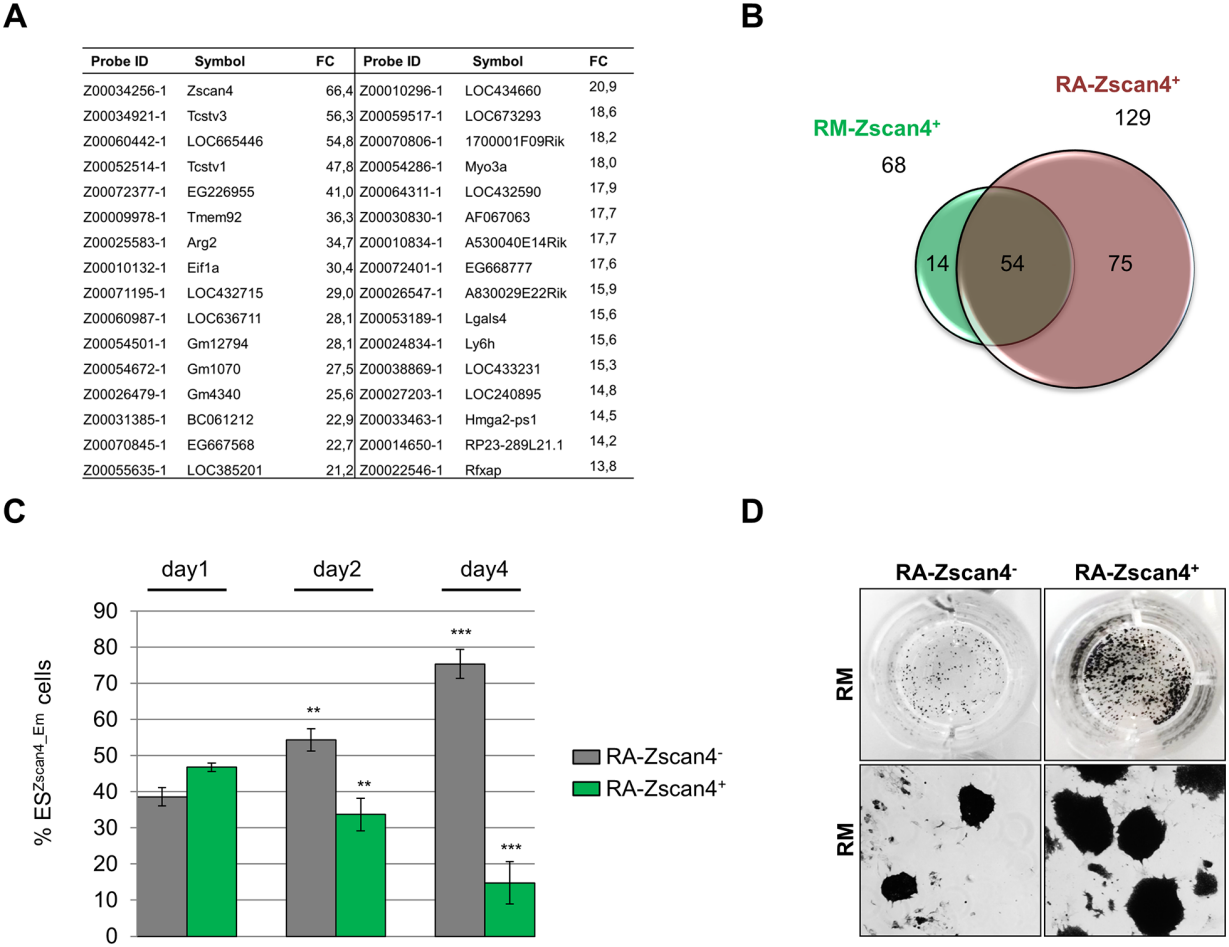
RA-Zscan4^+^ cells molecular and cellular characterization. (A) The global gene expression profiles between RA-Zscan4^+^ and RA-Zscan4^-^ cell populations by DNA chip microarray hybridization. List of RA-Zscan4^+^ probes upregulated more than 20-fold compared to RA-Zscan4^-^. (B) RA-Zscan4^+^ cells expression versus RM-Zscan4^+^. (C) RA-Zscan4^+^ and RA-Zscan4^-^ cells were collected, separated by FACS and plated in RM. The mean % RA-Zscan4^+^ or RA-Zscan4^-^ cells ± SD of three independent experiments is presented with statistical analysis performed using Student’s *t* test (**, p < .01; ***, p < .001). (D) RA-Zscan4^+^ and RA-Zscan4^-^ cells were collected and separated by FACS, plated in RM and were characterized based on AP-positive colonies after 5 days in RM (*n* = 3).

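The paper gives a fold of 20 or more for 17 of the 128 probes of S2 Table, and all but 1 of these probes, *Gm1070*, passed the RM threshold as well. By the ratio to the reference, 9 of the 17 were at least 20-fold higher in RA-Zscan4+, and the folds ran from 7.99 for *Gm4340* to 36.3. *Gm1070* had no value because its spot on the RA-Zscan4+ array carried an outlier flag, and its RM fold was 0.987. By ratio, *Tcstv1* was 24.1-fold higher, *BC061212* 22.9-fold and *Eif1a* 12.1-fold.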

### RA induced Zscan4 metastate transition toward ectoderm derivatives

The RA-Zscan4^+^ molecular signature included *Gm12794* is a novel member of the Prame family, known to be involved in RA signaling [25,26,27,28]. 

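*Gm12794* (Z00054501-1) was 28.1-fold higher in RA-Zscan4+ than in RA-Zscan4-, with a Cy3 signal of 1005 against 40.47, the latter close to the negative controls. In RM its log2 ratio to the reference was 3.82 ± 0.82 (SD) in RM-Zscan4+ and -0.30 ± 0.38 (SD) in RM-Zscan4-, a log2 fold change of 4.12 (standard error 0.43, adjusted p = 0.0369 from limma) that was positive in all 3 pairs. With RM-Zscan4+ replicate 1, RM-Zscan4- replicate 1 or RM-Zscan4- replicate 2 left out, the rise stayed between 3.99 and 4.04 but no longer passed the threshold for p, which it did not pass by the t-statistics of the methods either. *Gm12794* was thus in both the RM list and the RA list.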

To characterize the effects of RA on *Gm12794*, we generated a transgenic ESC line in which *Zscan4* and *Gm12794* promoters regulated the expressions of Emerald and Strawberry fluorescent reporters respectively (hereafter named ESC^*Gm12794_St / Zscan4_Em*^) (Fig 5A). This ESC cell line enabled us to quantify the percentage of ESCs expressing either *Gm12794* and/or *Zscan4* in the same culture conditions. The percentage measures were done in ESCs cultured in RM on day3 and in RA on day3 through fluorescent cytofluorimetry. The results showed that compared to RM culture conditions, RA induced Zscan4^+^/Gm12794^-^ metastate less than 3 folds (≈10% in RM, and ≈25% in RA; n = 3), Zscan4^-^/ Gm12794^+^ metastate was induced about 3 folds (≈0.5% in RM and ≈1.5% in RA; n = 3), and Zscan4^+^/ Gm12794^+^ more than 30 folds (≈0.3% in RM and ≈10% in RA; n = 3) (Fig 5B). To elucidate whether the Zscan4^+^/Gm12794^+^ metastate increase depends on Zscan4^+^ metastate induction, we set up time-lapse live imaging visual inspection on ESC^*Gm12794_St / Zscan4_Em*^ cell line. We observed that the Gm12794^+^ metastate derived from the Zscan4^+^ subpopulation (Fig 5C, and S1 Video). Altogether these data revealed that RA enhance the Zscan4 metastate transition to Gm12794 metastate.

**Fig 5:**
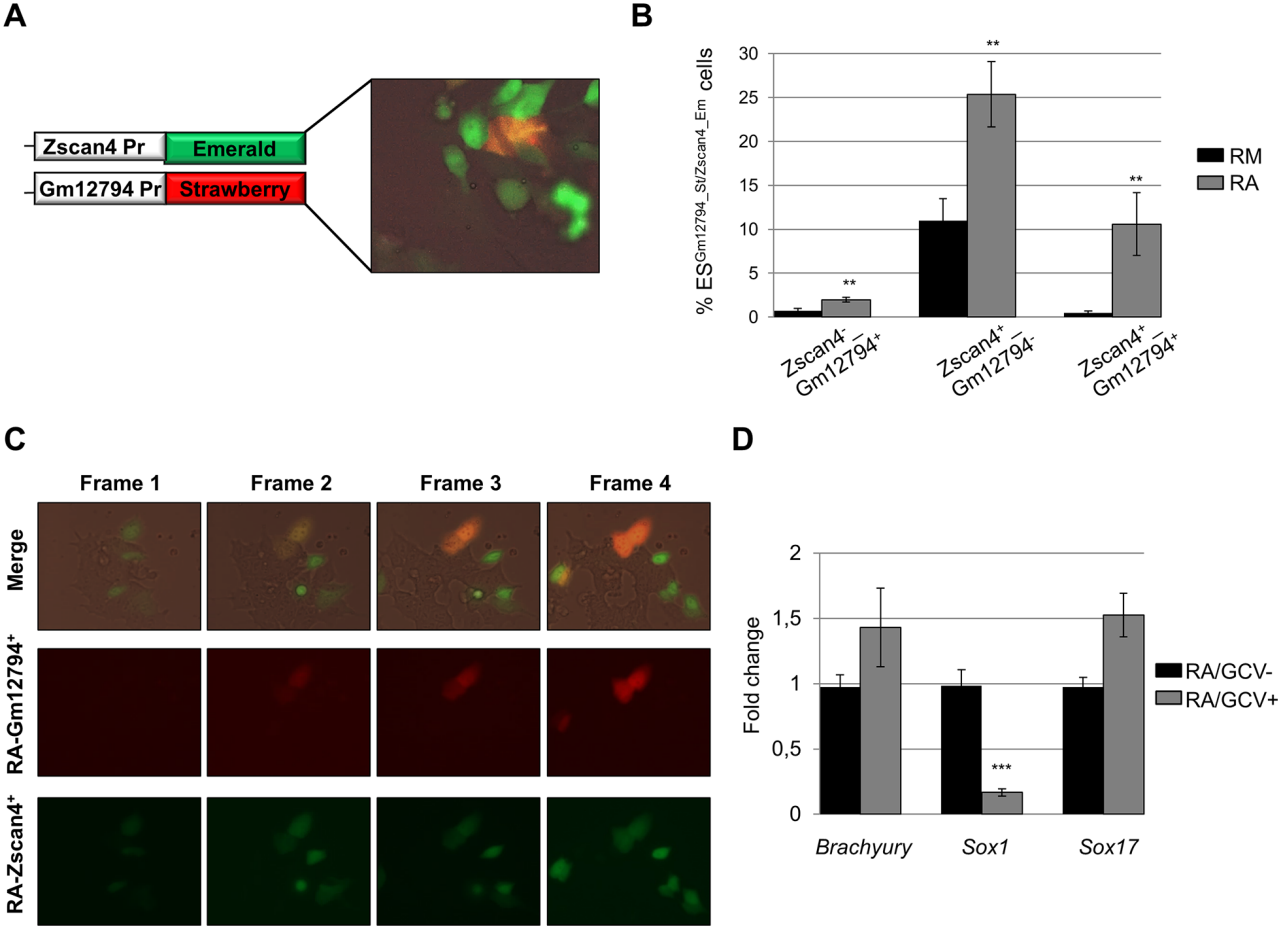
RA induces Zscan4 metastate transition. (A) *Zscan4* and *Gm12794* expressions were visualized by Emerald and Strawberry reporter respectively. (B) Percentage analyses of ES^Gm12794_St/Zscan4_Em^ cells upon 3 days of treatment in RM or RA by flow cytometry. The mean % ES^Gm12794_St/Zscan4_Em^ cells ± SD of three independent experiments is presented with statistical analysis performed using Student’s *t* test: **, p < .01. (C) Cell live imaging reported in 4 time frames of 2 hour each. (D) ES^Gm12794_HSVTK^ cell line and control E14Tg2a.4 cultured in media supplemented with RA in presence or absence of GCV (2.0 μM, Sigma). The mRNA expression levels were assessed by qRT-PCR and normalized to RA/GCV- condition. The average and SD of duplicate samples from four independent biological replicates are shown: ***, p < .001, in a Student’s *t* test.

We investigated whether Gm12794 metastate transition is associated to RA induced ESCs differentiation. For this purpose we selectively ablated Gm12794^+^ cell using herpes simplex 1 virus thymidine kinase (HSV-TK) system. Briefly, HSV-TK expression renders cells sensitive to the nucleoside analog ganciclovir (GCV). We used an ESC transgenic line in which the expression of HSV-TK was under the control of *Gm12794* promoter. The ESC^*Gm12794_HSVTK*^ were cultured in RA culturing media with GCV (GCV^+^), and without GCV (GCV^-^) and on day 3, and further characterized for the expression of ectoderm (*Sox1*), endoderm (*Sox17*, *and Foxa2*), and mesoderm (*Brachyury*, *and Gata2*) markers. The quantitative marker’s expression analyses between GCV^+^ and to GCV^-^ revealed that *Brachyury*, *Foxa2*, *Gata2*, *and Sox17* were enriched, meanwhile *Sox1* was strongly downregulated (Fig 5D and S1C Fig). In conclusion, Gm12794^+^ ESC metastate ablation hampered early ectoderm ESCs differentiation induced by RA.

## Discussion

Embryonic Stem Cells (ESCs) cultured in standard conditions exhibit expression heterogeneity for several transcription factors functionally linked to both pluripotency, and differentiation state of individual cells. An emerging theme is that cellular heterogeneity represents ESC fluctuations among metastates that play an important role in self-renewal maintenance. In particular, ESCs metastate marked by *Zscan4* expression define high pluripotent ESC metastate, known also as 2C-like state because it is marked by a panel of genes that are specifically expressed during 2 cell preimplantation development stage [5]. The Zscan4 metastate represents a fluctuating subpopulation that in average is about 5% of the ESC population in regular culture conditions [5], and is characterized by the potential to produce both embryonic and extra-embryonic cell derivatives [6]. In this work, we evaluated the Zscan4 metastate upon ESC differentiating treatments obtained by modifying regular culture mediums by removal of Lif, or by the addition of two morphogens such as DMSO, and RA.

Our data showed that RA culture condition is very strongly inducing the enrichment of Zscan4 metastate up to about 20% of the cell population. The RA effect on Zscan4 metastate enrichment is not dosage dependent and it occurs at low concentration (S1D Fig). In our study, we used RA specific agonists, and antagonists to investigate the roles of retinoid receptors in the induction of Zscan4 metastate. Our results revealed that induction of Zscan4 metastate by retinoids is mediated by all three RA receptors (RARs). The most common mechanism of action of these receptors involves their binding to RA response elements (RARE) in the promoters of retinoid-responsive genes. However, we found that the promoters of the genes that characterize the global expression profile of RA-Zscan4 metastate did not present RARE (*data not shown*), and therefore may be induced either by RARE-independent mechanism or as response to early RARE-dependent genes.

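If 81 and 204 probes had been drawn independently from the 42006 probes tested, 0.393 shared probes would be expected, against the 78 observed. This number is a description, because the probes of one program do not vary independently. The RM and RA comparisons have no array in common, so the shared probes do not come from a shared control array. Probes of the RM list were 8.14-fold higher in RM-Zscan4+ and 13.1-fold higher in RA-Zscan4+ in the median, and each of the 81 was at least 1.5-fold higher in RA-Zscan4+.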

The global gene expression comparison between RM-Zscan4 and RA-Zscan4 revealed significant transcriptome overlap (Fig 4B) that could be explained suggesting a common origin. Consistently with this hypothesis, the cell live imaging analysis showed that upon the addition of RA, RM-Zscan4 cells were induced to active division. Based on genes that are specifically enriched either in RM-Zscan4 or in RA-Zscan4, we summarized a cellular transition model in Fig 6. 

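The change from Zscan4- to Zscan4+ cells was compared between RA and RM for the named genes with limma, which assumes that the single RA arrays vary like the RM arrays. For *Gm12794* the RA change exceeded the RM change by 0.69 on the log2 scale (standard error 0.85, adjusted p = 1), less than its standard error. For *Bdnf* the difference was 0.80 (standard error 0.35, adjusted p = 1). With each pair of arrays as a block, chosen after seeing the data, the adjusted p of these genes was 0.957 and 0.877. For *Cdh20* it was 3.61 (standard error 0.17, adjusted p = 0.00529, and 0.00363 by median pixels) with outlier spots kept, an alternative chosen after seeing the data, and it rested on the single spot with an outlier flag. The *Tbx3* probe is not named in the deposited files or in S2 Table, so its RM and RA levels could not be compared.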

Briefly, *Tbx3*, known to be a direct inducer of the Zscan4 is more expressed in RM-Zscan4 metastate than in the RA-Zscan4; while *Gm12794* a member of the Prame family [27], *Bdnf* and *Cdh20* that are key markers of ectoderm lineage [23,24] are among the genes significantly enriched in RA-Zscan4. 

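Of 9 neuroectoderm genes on the list used here, S2 Table names 3, *Bdnf*, *Cdh20* and *Lmx1a*, and the other genes could not be looked up. These 3 were also among the genes taken from the paper for these arrays, so finding them in S2 Table was fixed by that choice. As S2 Table lists only genes the study found higher in RA-Zscan4+, these genes give no measure of the ectoderm lineage as a whole. *Lmx1a* was 9.75-fold higher in RA-Zscan4+, and in RM-Zscan4+ it was 3.22-fold higher (log2 fold change 1.69, standard error 0.19, adjusted p = 0.0477 from limma, positive in all 3 pairs). That call was lost without RM-Zscan4+ replicate 1 and without RM-Zscan4- replicate 2, at log2 fold changes of 1.70 and 1.63, and by the t-statistics of the methods. The rise passed the threshold for p but was under 3-fold after normexp and loess (1.31 on the log2 scale), by Cy3 alone (1.45), without RM-Zscan4+ replicate 2 (1.55) and, at 1.584, without RM-Zscan4- replicate 3. The change in RA exceeded that in RM by 1.60 (standard error 0.37, adjusted p = 1 from limma, and 0.775 with each pair of arrays as a block, chosen after seeing the data). No gene of the endoderm and mesoderm lists was named, so no lineage could be set against the ectoderm on these arrays.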

Altogether these data suggest that RA-Zscan4 metastate is primed to differentiate toward ectoderm lineage.

**Fig 6:**
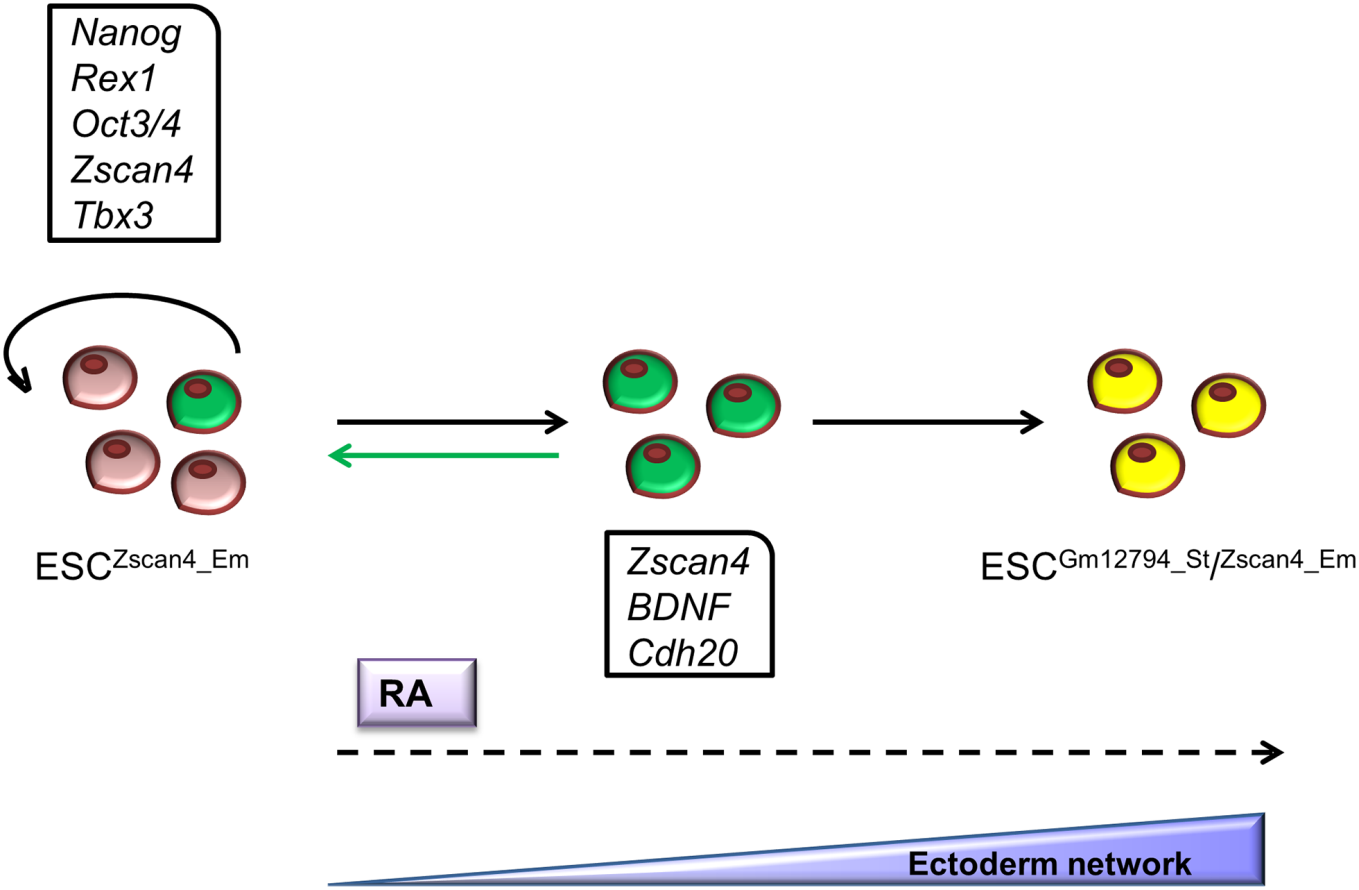
Model the activation of RA-Zscan4^+^ metastate during ESC differentiation through RA treatment.

This hypothesis is also further supported by ablation cell lineage assessments. In particular, our data revealed that removing the RA-Zscan4 population during RA differentiation specifically hampers ectoderm, but not endoderm or mesoderm derivatives (S1C Fig).

Remarkably, RA-Zscan4 homogeneously isolated population once plated in regular medium revert to ESC that express canonical markers of pluripotency, and retained self-renewal capability by giving rise to colonies positive for the pluripotency marker AP. Altogether, we conclude that although the Zscan4 metastate enhanced by RA is primed to ectoderm lineage it is not fully differentiated. In our opinion, this research provides insights to extend the molecular characterization of self-renewal and differentiation balancing mechanisms, reducing ambiguous high pluripotency metastate definition. Further extensive analysis of this retinol signaling cascade could enhance our ability to understand, and regulate stem cell differentiation in the context of ectoderm embryogenesis.

## Supporting Information

S1 Fig (A) Zscan4 induction by RA treatment visualized by Emerald reporter. (B) RA-Zscan4^+^ and RA-Zscan4^-^ were collected through FACS and plated in RM. The mRNA expression levels were assessed by qRT-PCR and normalized to RA-Zscan4^-^ condition. The average and SD of duplicate samples from two independent biological replicates are shown. (C) ES^Gm12794_HSVTK^ cell line and control E14Tg2a.4 were cultured in media supplemented with RA in presence or absence of GCV (2.0 μM, Sigma). The mRNA expression levels were assessed by qRT-PCR and normalized to RA/GCV- condition. The average and SD of duplicate samples from four independent biological replicates are shown: *, p < .05, in a Student’s t test. (D) qRT-PCR on ES cell cultured in RA at different concentrations. The average and SD of samples from three independent biological experiments are shown: ***, p < .001, in a Student’s t test.
(TIF) Click here for additional data file.

S1 Table Gene-specific primers used for qRT-PCR. (TIF) Click here for additional data file.

S2 Table Pair-wise gene expression profiles. List of genes enriched in RA-Zscan4^+^ compared to RA-Zscan4^-^.
(PDF) Click here for additional data file.

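S2 Table gives a mean log10 value in both RA cell populations and a fold for each probe. By the ratio to the reference, with outlier spots kept, an alternative chosen after seeing the data, 127 of its 128 probes were at least 3-fold higher in RA-Zscan4+. The median fold was 6.14 over the probes without an outlier flag. Of the 128 probes, 108 were at least 1.5-fold higher in RM-Zscan4+, and the median RM fold was 2.70. An outlier flag left 7 of the probes without a value in the RA pair, and the RM fold of these lay between 0.933 and 1.18. The RA pair had 84 probes at least 3-fold higher that are not among these 128. The paper counts 129 genes, so the copy of S2 Table at hand may lack a row.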

S1 Video Time-lapse live imaging. Transgenic ESCs line in which Zscan4 promoter drives green fluorescent reporter (frame time: 30 minutes).
(AVI) Click here for additional data file.

# Supplementary material for: Retinoic Acid Specifically Enhances Embryonic Stem Cell Metastate Marked by Zscan4
**Source:** PLoS One. 2016 Feb 3;11(2):e0147683. doi: 10.1371/journal.pone.0147683
**Supplement:** S2 Table — List of genes enriched in RA-Zscan4+ compared to RA-Zscan4-.

|             |        |                       |     |
|-------------|--------|-----------------------|-----|
| Z00071813-1 | 2,573  | 1,9662 LOC193079      | 4,0 |
| Z00058060-1 | 3,4599 | 2,85471 Snip1         | 4,0 |
| Z00012313-1 | 3,6579 | 3,0601 2410017P07Rik  | 4,0 |
| Z00022630-1 | 3,0256 | 2,43211 Dub2          | 3,9 |
| Z00034227-1 | 3,1045 | 2,53911 EG665756      | 3,7 |
| Z00071997-1 | 2,9465 | 2,38351 LOC229571     | 3,7 |
| Z00031864-1 | 2,949  | 2,38751 LOC545238     | 3,6 |
| Z00061068-1 | 2,6306 | 2,071 4930488B22Rik   | 3,6 |
| Z00072639-1 | 3,563  | 3,00441 5830484A20Rik | 3,6 |
| Z00025963-1 | 2,8235 | 2,2731 Serpina5       | 3,6 |
| Z00004477-1 | 3,2955 | 2,749 Pthr1           | 3,5 |
| Z00071412-1 | 3,2302 | 2,68481 Tdpoz5        | 3,5 |
| Z00026921-1 | 2,9463 | 2,40431 EG620899      | 3,5 |
| Z00030763-1 | 4,0011 | 3,4597 BC003993       | 3,5 |
| Z00072792-1 | 3,8088 | 3,27261 LOC677603     | 3,4 |
| Z00020938-1 | 3,672  | 3,1387 Scamp1         | 3,4 |
| Z00024554-1 | 2,5009 | 1,9855 Chrn4          | 3,3 |
| Z00043435-1 | 3,9688 | 3,4572 Phf11          | 3,2 |
| Z00038178-1 | 3,7741 | 3,26771 1700052K11Rik | 3,2 |
| Z00073573-1 | 2,9905 | 2,4888 D3Ert4731e     | 3,2 |
| Z00020173-1 | 3,0655 | 2,5656 Adcy5          | 3,2 |
| Z00071451-1 | 4,6067 | 4,11191 LOC673503     | 3,1 |
| Z00070538-1 | 4,6619 | 4,16721 Al553587      | 3,1 |
| Z00052608-1 | 3,5467 | 3,0532 Dcbld1         | 3,1 |
| Z00063525-1 | 2,8581 | 2,37211 LOC623033     | 3,1 |
| Z00023684-1 | 3,1333 | 2,6498 Bdnf           | 3,0 |
| Z00035296-1 | 2,6883 | 2,20601 Hdc           | 3,0 |
| Z00041617-1 | 2,9054 | 2,4233 4932442E05Rik  | 3,0 |
| Z00064347-1 | 2,8518 | 2,37251 BC038328      | 3,0 |

How the deposited data were processed for this re-analysis (not part of the article)

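Cells of a reporter ESC line sorted by *Zscan4*-driven Emerald fluorescence were compared on 8 Agilent arrays, 3 of RM-Zscan4+, 3 of RM-Zscan4-, 1 of RA-Zscan4+ and 1 of RA-Zscan4-. Every array carried the sorted sample in Cy3 and a common mouse reference in Cy5, so the ratio was taken in the same direction on all arrays.

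The authors deposited 1 scanner file per array, with intensity values from Feature Extraction after subtraction of the local background and dye normalization (linear factors and LOWESS within the array), and with the mean and median pixel intensity of each spot before these steps. They also deposited a series matrix of log10 values with 41999 probes. For between 99.52% and 99.54% of its values on an array, the matrix equalled log10 Cy3 minus log10 Cy5 plus the mean log10 Cy5 of the probe over the arrays, within 0.001, and 198 probes were over 0.01 away from that on some array. The step of the methods that replaces intensities with an error over 50% was not repeated, because the text does not define the very low intensities it exempts. Surrogates for low signals are part of the deposited processed intensities.

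From the scanner files, the log2 ratio of processed Cy3 over processed Cy5 was computed. Control spots and spots with a non-uniformity or population outlier flag in either dye were left out, saturated spots were kept, and the 5 spots of each of 7 repeated probes were averaged. Probes had to be well above background in Cy3 on every array of at least 1 group, a filter that removed none, so 42006 probes were tested. Means of the 4 groups were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment. The thresholds were a false discovery rate of 0.15, taken from the methods, and 3-fold. The RA pair has no replicate, so its list used the fold alone. The difference between the RA and RM changes was an interaction contrast of the same fit. The median probe had a Cy3 signal above local background of 114.5 to 241.1 and a Cy5 signal of 254.8 to 501.4. Signal over background sets the precision of each value, and the number of arrays limits it: with 3 arrays against 3, the smallest share that a real grouping can take among all splits is 0.1. Among only the splits that part every replicate pair, that share is larger.

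The fits were tested on simulated data with the means and spreads of 41161 probes, 200 of them raised, 200 lowered and 200 raised in RA only by 2 on the log2 scale. For the RM comparison limma recovered 97% of the raised probes with 2 false calls and 92% of the lowered ones with 1 false call. For the difference between RA and RM it recovered 73% with 34 false calls. The t-statistics of the methods, as rebuilt here with degrees of freedom from the arrays alone, recovered 77% and 78% for the RM comparison and 0% for the difference. The RA fold alone recovered 93.8% with 82 false calls. The simulated pairs shared no deviation, whereas the real RM pairs did, with correlations of 0.388, 0.562 and 0.592. The simulated differences within a pair may thus be noisier than the real ones. In the real RA pair, 13 probes were at least 3-fold lower. The 82 are therefore no estimate of the false calls among the 204 probes, nor the 73% of the power of the real comparison.

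Replicate numbers come from the sample labels. Whether they pair the RM-Zscan4+ and RM-Zscan4- arrays was checked by the correlation, across probes, of the deviations from the group means, which was 0.388, 0.562 and 0.592 for arrays of the same number, so the numbers were taken to pair the arrays. The extraction time in the files gave 3 batches, with replicates 1 and 3 of RM in the first, replicate 2 in the second and the RA arrays in the third.

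Genes were named by a fixed rule: genes the paper names, in its text or in S2 Table, for these arrays or for the Zscan4 signature, the 5 largest rises and falls in RM among probes past the threshold and changed the same way in all 3 pairs, the 5 largest rises and falls in the RA pair, and lists of RA target, pluripotency, lineage and 2-cell genes. The web list of the array's genes that the methods cite was not at hand. Only the 128 probes of S2 Table have a gene name here, and 13 of the 23 genes of the paper were found there. Of the listed genes, 0 of 12 RA targets, 0 of 13 pluripotency genes, 3 of 9 neuroectoderm genes, 0 of 7 endoderm genes, 0 of 6 mesoderm genes and 3 of 4 entries of the 2-cell list had a probe, so the lists were not tested as sets. The 3 neuroectoderm genes found were also genes taken from the paper, so these counts do not compare lineages. No probe passed as a fall in RM.

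Before the data were examined, 17 alternatives were set: normexp (offset 50) and loess on the mean signals, loess on the processed signals, the Cy3 channel alone (scaled to its 75th percentile), the series matrix, 3 filters on dim probes, the mean of probes of one gene, 2-fold, a false discovery rate of 0.05, the t-statistics of the methods with an error variance averaged over 500 probes, 2 further tests of the RA pair, a replicate block, the extraction batch as a block, each RM array left out in turn, and single RM pairs. The mean of probes of one gene was not run, because gene names cover only 128 of the probes. After the data were seen, 4 alternatives were added: outlier spots kept, outlier spots kept with normexp and loess on the median pixel, a filter at the 95th percentile of the negative controls, and a replicate block with the RA pair as a block of its own for the difference between RA and RM, fitted with limma on the differences within pairs. On the simulated data, in which pairs shared no deviation, that fit recovered 42.5% of the probes raised in RA only, with 5 false calls.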

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

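The tests of the dye signals and of the probes lower in RM-Zscan4+ were all chosen after the result was seen.

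The Cy5 reference, a signal the paper does not report on, was higher on Zscan4+ arrays than on Zscan4- arrays at probes of the RM list. Among RM-enriched probes with a Cy3 signal over 1000 on the Zscan4+ array, Cy5 was higher there at 47 of 49, 47 of 47 and 43 of 43 probes in the RM pairs of replicates 1, 2 and 3, and at 55 of 56 in the RA pair. The median excess of Cy5 was 6.91%, 5.86% and 11.3% of the excess of Cy3 in the RM pairs and 12.1% in the RA pair. These are mean pixel signals above local background, before any dye normalization, so the 55 probes argue against dye normalization as the cause. A fixed share of the Cy3 light read in the Cy5 scan is argued against as the whole cause, since 11 of 180 probes with a Cy3 signal over 15000 on the RA-Zscan4+ array had a Cy5 signal below the median share, and the lowest was 4.1% of Cy3. Across 42 probes the shares ranked alike between pairs, with rank correlations of 0.792 to 0.936, across genes that are not independent. A share that differs between probes, or sample RNA in the Cy5 target, could give such a pattern and stays open. Of 14 probes at least 3-fold lower in RA-Zscan4+ by Cy3 alone, 13 also had a lower Cy5 signal, but by a median of -0.48 on the log2 scale, where the median share would give -0.19. These probes were selected on 1 pair of arrays, where a poor spot lowers both dyes, so they do not separate the explanations. At the 21 probes lower in RM-Zscan4+ of the next paragraph, the median share would give a Cy5 change of -0.02 to -0.05 in the RM pairs, and the observed medians were 0.06, 0.04 and -0.03 for replicates 1, 2 and 3, where the median of as many probes drawn at random varied by 0.05 to 0.06 (SD). As these probes were selected for a low ratio, which favors a high Cy5 signal, they do not settle it either. The reference was the same for all arrays, so the design gives no biological explanation and none was tested. A higher Cy5 signal lowers the ratio of the enriched genes.

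At any fold, 21 probes were lower in RM-Zscan4+ at an adjusted p under 0.15 from limma, against 146 higher. The gene lists that the paper gives from these arrays are of genes higher in Zscan4+ cells. The median log2 fold change of the 21 was -0.68 and the lowest was -1.20, all 21 were lower in each of the 3 RM pairs, and 18 were lower in the RA pair, where 53.5% of all probes were lower. By Cy3 alone, 21 were lower as well, which argues against the Cy5 signal as the cause, though only 1 then passed the threshold. Of the 10 splits of the RM arrays into 3 and 3, only the real one, 1 split, gave as many lower probes, and the highest other split, which holds both arrays of the second extraction batch on the same side, gave 12. The 3 other splits that part all replicate pairs gave 0. Both groups have the same numbers of arrays in each extraction batch. With 10 splits, chance cannot be excluded below a share of 0.1. If the pairing is kept, only the real split and the 3 others that part all pairs compare, and the limit is higher. A lower level of these transcripts in the Zscan4 metastate may explain the 21 probes. This stays a hypothesis, since the probes were picked on the RM arrays. In the RA pair, which was not used to pick them, the median log2 fold change of the 21 was -0.59. That pair has 1 array per group, so it does not settle the point. The probes have no gene names here.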

How the results depend on the processing

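Keeping outlier spots, using median pixels, filtering at the negative controls and the block with the RA pair were chosen after the data were seen, and the other alternatives were planned.

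Loess on the processed signals, Cy3 alone and the series matrix left the 7 counts and shares within their limits, which is 1.5 times for a count. A false discovery rate of 0.05 and the extraction batch as a block did so for the 5 that rest on a test, the counts by fold in the RA pair having none. The planned filter on Cy3 removed 0 probes as reported and 6 when all arrays had to pass, so it hardly tests the counts, and the mean of probes of one gene was not run. The RM list shared 71 of its 81 probes with that after normexp and loess, 77 with that from Cy3 alone and 81 with that from the series matrix. The RA list shared 164, 179 and 202 of its 204 probes with these.

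After normexp and loess on the mean signals, 4 probes were at least 3-fold lower in RA-Zscan4+ in place of 13, and 3 probes in place of 0 had a change that differed between RA and RM. That last count was 2 when Cy5 also had to be well above background, 2 with the filter at the negative controls, 18 with outlier spots kept and 10 with median pixels, which also gave 5 probes lower in RA. Of the 18, 13 had an outlier spot on an RA array. For the other changed counts the cause was not tested.

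At 2-fold, 3 probes were depleted in RM, 497 were higher and 170 were lower in RA, as a lower threshold must give. By the t-statistics of the methods as rebuilt here, 0 probes were enriched in RM and 0 shared, so no percentage could be given. That compares with 101 enriched at an unadjusted p under 0.05 and 81 by limma. Requiring the RA pair to pass limma left 118 probes higher in RA and 75.3% of the RM list shared, and requiring it to pass the t-statistics of the methods left 0 higher, 0 lower, 0 shared and 0%. At an unadjusted p under 0.05, the latter test left 181 probes at least 3-fold higher in RA. Single RM pairs gave 140, 192 and 144 probes by fold alone.

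With the replicate number as a block on the 6 RM arrays, 105 probes were enriched, including all 81, and the shared part fell to 89.5%. Among the named genes the block changed only the call of *Bdnf*, which then passed. With the RA pair as a further block, 0 probes differed between RA and RM by limma, 2363 at an unadjusted p under 0.05. With the extraction batch as a block, 83 probes were enriched.

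With each RM array left out in turn, 52 to 93 probes were enriched, 0 to 1 depleted, 51 to 88 shared (84.2% to 100%), and 0 to 1 differed between RA and RM. The depleted probe and the 84.2% came without RM-Zscan4- replicate 3, and the probe that differed came without RM-Zscan4+ replicate 3. A group left with 2 arrays was assumed to vary like the others. The count of 52, without RM-Zscan4+ replicate 1, was the only enriched count over 1.5 times away.

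Of the 10 splits of the RM arrays into 3 and 3, only the real one gave as many as 81 probes past both thresholds. The others gave 0 or 1, and the 3 others that part all pairs gave 0. No split into 3 and 3 can follow the extraction batch, as 4 RM arrays are in one and 2 in the other. The 4 splits with both arrays of the smaller batch on the same side gave 0 in 3 cases and 1 in the other. With 10 splits, chance cannot be excluded below 0.1, and the limit is higher if only the splits that part all pairs are compared.

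Among the single genes, counted over genes and alternatives, 280 RM changes kept their side of the threshold for p, 33 lost it and 2 newly passed. The RA change moved by more than the spread between RM pairs in 20 cases, and the difference between RA and RM kept its side in 296 and newly passed in 4. The unnamed probe with the largest ratio in RA reversed with the series matrix, to a log2 fold change of -0.64, where the cause was not tested, though its signal lay at the negative controls. Low signal limits such probes: on the RA arrays the median probe was at 118 and 114.5 against negative control levels of 33.9 and 34.4.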

Differences from the paper's values

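The comparisons with outlier spots kept and with the filter at the negative controls were chosen after the values were seen, and the other comparisons were planned.

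For a level at least 3-fold higher in RA-Zscan4+, the paper counts 129 genes and the value here is 204 probes, so the units differ. Of the 204, 120 are in S2 Table and 84 are not, for a reason the paper does not state. With outlier spots kept, 127 of the 128 probes of S2 Table were at least 3-fold higher. An alternative that comes closer to 129 therefore does not show that processing caused the gap. Among the alternatives set before the data were examined, normexp and loess (166), the Cy5 filter (191) and the requirement that the RA pair pass limma (118) came within 1.5 times of the paper's number. Loess on processed signals (205), Cy3 alone (217), the series matrix (203), no filter and the Cy3 filter on all arrays (204 each), 2-fold (497) and the t-statistics of the methods (0) did not. Of the alternatives chosen after seeing the values, outlier spots kept with median pixels (171) came within 1.5 times. Outlier spots kept (215) and the filter at the negative controls (204) did not.

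For the part of the RA list outside the RM list, the paper counts 75 genes and the value here is 126 probes, of which 66 are in S2 Table. Normexp and loess (93), the RA pair past limma (57) and the replicate block (110) came within 1.5 times of it. The other alternatives, including each array left out (116 to 153), the Cy5 filter (117) and Cy3 alone (122), did not.

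For the part of the RM list outside the RA list, the paper counts 14 genes and the value here is 3 probes. The RA pair past limma (20), the replicate block (11) and the fit without RM-Zscan4- replicate 3 (13) came within 1.5 times of it. The others did not: with 0 to 6 probes, apart from 81 where the RA pair had to pass the t-statistics of the methods.

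The paper counts 21939 gene features per array and the deposited files hold 42006 probes, with no alternative that changes this number.

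Of the gene folds compared with S2 Table one by one, 5 differ by more than 1.5 times. The paper's fold is 66.4 for *Zscan4*, 56.3 for *Tcstv3*, 47.8 for *Tcstv1*, 30.4 for *Eif1a* and 25.6 for *Gm4340*, and the ratios here are 19.1, 21.0, 24.1, 12.1 and 7.99. The paper's means are on the log10 scale and its folds are linear, as here. Normexp and loess, loess on processed signals and the series matrix gave values that differ in the same way. Cy3 alone gave 69.1 for *Tcstv1*, within 1.5 times of the paper's fold, and 121, 112, 63.7 and 53.5 for *Zscan4*, *Tcstv3*, *Eif1a* and *Gm4340*, which are not. Over the whole table, with outlier spots kept, an alternative chosen after seeing the values, the ratio came within 10% of the paper's fold for 115 of 128 probes. The paper's fold was higher for 12 and lower for 1, and the 12 had a median Cy3 signal of 14080 in RA-Zscan4+, against 560.4 for the rest.

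In S2 Table *Zscan4* heads the list of folds. By the ratio here *Tmem92* had the highest fold of the named genes (36.3) and *Zscan4* a fold of 19.1, while by Cy3 alone *Drr2* was first (139) and *Zscan4* next (121).

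In the Discussion, a model based on genes enriched in one of the 2 states places *Gm12794* on the RA side. Here it was also enriched in RM-Zscan4+, 17.4-fold. The call in RM was lost by the t-statistics of the methods as rebuilt here, which pass no probe, and in 3 of the fits with an array left out.

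*Cdh20*, which the paper places in the RA list, had no value here, and was 12.7-fold higher with outlier spots kept, an alternative chosen after seeing the values.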

Other observations

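The tests of the spread between single pairs, of selection on the RA pair, of replicate 3 and of outlier spots were chosen after the result was seen.

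Over the RA list the RA change exceeded the RM change, with a median difference of 0.94 on the log2 scale. Over the 81 probes chosen on the RM arrays alone the median difference was 0.41, with 59 of 81 higher in RA, while the RM pair of replicate 2 had a median rise of 3.70, close to the 3.71 of the RA pair. By Cy3 alone the median difference was 0.80, and the RA pair, at 4.65, lay above the highest RM pair, at 4.21. Selection of probes on the single RA pair may thus account for part of the larger rise, and the 0.41 that is left by the ratio is not settled, given the spread between RM pairs. Over the 42 RM-enriched probes with an RA-Zscan4- signal over 3 times the negative control level, the median difference was 0.20. That was also less than RM pairs differ. Choosing probes by a high RA-Zscan4- signal lowers their RA change by itself, so dim signal in RA-Zscan4- stays open and untested. A larger share of Zscan4-state cells in the RA sort would raise nearly all enriched probes. By Cy3 alone 85.2% of the 81 rose more in RA, *Zscan4* included by 0.68, but by the ratio *Zscan4* rose less, by -0.54, so no reading is settled. The RA arrays form a batch of their own, so the batch and RA cannot be told apart. A stronger Zscan4 program in RA stays open and untested.

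At an adjusted p under 0.15, limma gave 0 probes whose change differed between RA and RM, against 1120 at an unadjusted p under 0.05. The t-statistics of the methods gave 0 and 128, but found none of the simulated changes in RA alone, so their 0 says nothing. When 1 RM pair was set against the other 2 in place of the RA pair, limma gave 948, 1157 and 1223 probes at an unadjusted p under 0.05, and the RA pair against the same 2 RM pairs gave 930, 1346 and 948. The RA pair thus gave fewer probes than the matched RM pair for replicates 1 and 3. For replicate 2 it gave more, and more than any RM pair. All these counts at an unadjusted p under 0.05 are below a share of 0.05 of the 41958 probes with an RA value. They thus show no excess over chance. The spread between single pairs of arrays stays open as what sets their size. This control was not run with each pair of arrays as a block.

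Replicate 3 stood apart from the other 2 in both RM groups. Replicates 1 and 3 differed by at least 3-fold at 150 probes in RM-Zscan4+ and 257 in RM-Zscan4-, and replicates 1 and 2 at 44 and 43. Of the probes at least 3-fold lower in replicate 3 than in replicate 1, 88 were shared by both groups. Replicates 1 and 3 are of the same extraction batch, so the 150 probes argue against that batch as the cause. Among 21201 probes over 3 times the negative control level on all 6 arrays, replicates 1 and 3 differed at 97 and 155 probes and replicates 1 and 2 at 16 and 18, which argues against dim probes as the whole cause. A difference between cultures may remain, and no biological explanation was tested.

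Outlier flags were overrepresented among probes higher in RA-Zscan4+: 0.114% of all probes had one on an RA array, against 5.12% of the 215 probes at least 3-fold higher with outlier spots kept. Of these 11 probes, 7 had the flag on the RA-Zscan4+ array, all in S2 Table and with RM folds of 0.933 to 1.18, whereas 182 of the 204 probes without a flag were at least 1.5-fold higher in RM-Zscan4+. The rest had it on the RA-Zscan4- array. By the mean Cy3 pixel above local background these were lower in RA-Zscan4+, at folds of 0.0148 to 0.413. They thus counted as higher only by the processed values. Of the 11, 6 were under 3-fold by the median pixel. Bright pixels in part of a spot would make the fold of the median pixel lower than that of the mean pixel. Among the 7 flagged on the RA-Zscan4+ array, the mean pixel gave over 1.5 times the fold of the median pixel for 5. Of the 7, 2 fell under 3-fold by the median pixel. Bright pixels thus stay open for these spots, as the flag itself rests on the spread of pixels. The *Cdh20* spot had 28 pixels with a standard deviation of 108, and a fold of 7.26 by the median pixels, against 7.66 by the mean, which argues against a few bright pixels as the cause of that spot. A mark on most of the spot or a rise in RA alone could each explain *Cdh20*, and 1 array cannot separate them.

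With each RM-Zscan4- and RM-Zscan4+ mean as the base, *Zscan4* was higher by 1.45 on the log2 scale in RA-Zscan4- and by 0.90 in RA-Zscan4+, *Tcstv3* by 1.01 and 0.30, and *Bdnf* by -0.02 and 0.78. These differences share the batch of the RA arrays.

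Of the 13 probes at least 3-fold lower in RA-Zscan4+, 0 were at least 3-fold lower in any single RM pair, and their median RM fold was 0.946.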
